A study of Dinoroseobacter shibae DFL 12 = DSM 16493 with 17 samples.

How the data were processed

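RNA was measured by sequencing in 17 samples of Dinoroseobacter shibae DFL 12 from 2 chemostat runs kept under alternating light and darkness of 12 h each. Per the labels, cells were lysed with lysozyme and glass beads, RNA was purified on RNeasy columns with DNase digestion on the column and again in solution, and ribosomal RNA was reduced with a Ribo-Zero kit for Gram-negative bacteria. Libraries were made with an Illumina kit for mRNA sequencing. The aligner, the counting program, the genome build and whether counting used the strand are not given in the sources used here. Genes that overlap, or that lie on opposite strands of one place, are therefore uncertain where reads fall into the shared bases.

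For each library the authors deposited a table of 4244 genes on 6 replicons with unique read counts, total read counts, RPKM values, gene length and position. Unique counts are reads placed at 1 gene only, and total counts add reads that fit more than 1 place. The deposited expression column held the unique counts. The deposited RPKM values (reads scaled by gene length and library size) were recomputed from the total counts, and the largest relative difference was 1.02e-08. RPKM was not used in any test. Gene lengths and positions are the deposited ones, and the same list of genes stood in all 17 tables.

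Gene names came from the deposited tables, or from the RefSeq gene table of the organism (assembly ASM1814v1) where the deposited tables gave a locus tag only. Of the 4244 genes, 2904 were matched by locus tag, 1244 by position with over 90% overlap both ways, and 96 were not matched. That table named 6 rRNA and 44 tRNA genes, which were left out of library sizes and tests. It held no product names, so gene sets were built from gene symbols alone. The set of gene transfer agent genes, which was defined by product words only, could not be built. No genome sequence was used here, so GC content was not tested.

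Tests used the unique counts in edgeR 4.0.16 (R 4.3.3), with TMM normalisation and the low-count filter of edgeR by group (smallest count 10, smallest total count 15). This left 3973 genes and removed 221. A robust quasi-likelihood model with the 6 groups was fitted to all 17 samples, so that all groups shared 1 estimate of the spread. P-values were adjusted by the Benjamini-Hochberg method within each comparison. A gene was called at an adjusted p under 0.05. The standard error of a log2 fold change is the fold change divided by the square root of the F statistic. CPM values, the usual read counts scaled to a fixed library size, used TMM-adjusted library sizes, and log2 CPM values used a prior count of 2. The comparison of the chemostat runs added run to the groups. That of the days used the 8 libraries at 4 h and 12 h of light with group and run as covariates. The difference of the light effect between the runs used the 8 libraries at 12 h of light and 12 h of darkness.

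Gene sets were tested with camera in limma 3.58.1 on voom values with a preset correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 11 sets of a comparison. The comparisons, the sets, the rule for naming genes and the first list of alternatives were chosen before the data were examined. Set tests in comparisons other than the 4 planned ones are named as unplanned. Genes are named by this rule: in each of the first 6 comparisons, the 3 highest and the 3 lowest log2 fold changes among called genes with a mean of at least 20 CPM and no overlap between the samples of both groups. In addition pufA, pufB, pufL, pufM, puhA, bchC, groEL, dnaK, katG, recA and rpoD were named, each with exactly 1 gene of that symbol. The symbol rpoH was listed too and had no unique match, so it has no value. Genes named outside the rule are marked as chosen after their values were seen.

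The tests were checked on simulated counts of 3973 genes drawn from the means and library sizes of the real samples, with 200 genes changed. For light 12 h against dark 12 h, 97.0% of the changed genes were called and 3.48% of the calls were unchanged genes. The lowest recovery was 93.0%, for dark 4 h against light 12 h, and the highest share of unchanged genes among the calls was 6.64%, for light 12 h against light 4 h. The simulated libraries were drawn independently, with no effect of run and no outlying library. These shares therefore cannot show how often the tests err when samples of the same culture are treated as replicates.

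Libraries held 1250305 to 15380252 unique reads outside rRNA and tRNA genes. Intervals for shares in single libraries are 95% Wilson intervals, which cover counting error only. Replicates of a group were compared before averaging. Pearson r of log2 CPM between replicates lay between 0.970 and 0.996 across genes, and the lowest chi-square per degree of freedom was 4.32, so no pair of libraries agreed within sampling noise.

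The samples of a run came from 1 culture, which the labels state, so the runs pair the samples. Deviations from the group means had a mean Pearson r of 0.128 over 50 pairs of samples from the same run. Over 50 pairs from different runs it was -0.127. Because deviations cancel out within each group and the groups used are balanced for run, the negative value largely mirrors the positive one. It is not a separate result. Only 2 cultures were grown independently. Samples of 1 run taken on successive cycles are repeats of the same culture, and the tests treat them as replicates.

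The alternatives were the run as a replicate block, DESeq2 size factors, the Wald test of DESeq2 1.42.0, no filter on low counts, total in place of unique counts, rRNA and tRNA genes kept, only the groups compared, each run alone, a second threshold of 1 on the absolute log2 fold change, and each replicate left out in turn. For gene sets they were fry, camera with an estimated correlation and sets without genes under 20 CPM. Both the day comparison without a replicate block and the gene sets with the run as a replicate block or without each replicate were added after seeing the data. Random gene lists were matched on mean expression in 20 bins. The same comparison of the deviations of 12 h dark replicate 2 with those of 12 h light replicate 3 is not reported here. Tables were made with Python 3.11.15.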

Results

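Dinoroseobacter shibae DFL 12 is a marine bacterium that grows on organic carbon and can make the pigments and proteins of a photosynthetic apparatus. It was grown in a chemostat, a vessel in which fresh medium replaces culture at a steady rate, under cycles of 12 h light and 12 h darkness. RNA was sequenced from 17 samples of 2 independent runs. The samples fell into 6 groups by the time since the last switch. There was 1 sample after 1 h of light, 4 after 4 h of light, 2 after 8 h of light, 4 after 12 h of light, 2 after 4 h of darkness and 4 after 12 h of darkness. Groups of 4 held 2 samples of each run and groups of 2 held 1 of each. The sample at 1 h of light came from run 2. Both 12 h dark samples of run 1 were labelled with day 3, and whether replicate 2 repeats replicate 1 is not given in the sources used here.

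Total reads assigned to genes ranged from 10884341 to 21408753 per library. The share of ribosomal RNA in total reads was lowest in 12 h dark replicate 2 with 5.58% (95% Wilson interval 5.568 to 5.595) and highest in 8 h light replicate 2 with 93.1% (93.04 to 93.07). Unique reads outside rRNA and tRNA genes numbered 1250305 in 8 h light replicate 2, 1467438 in 12 h light replicate 4 and 2507606 in 12 h dark replicate 1. The other libraries held 5761676 to 15380252. Dshi_2232 on the chromosome was the most abundant gene in every library.

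**Figure D1:**
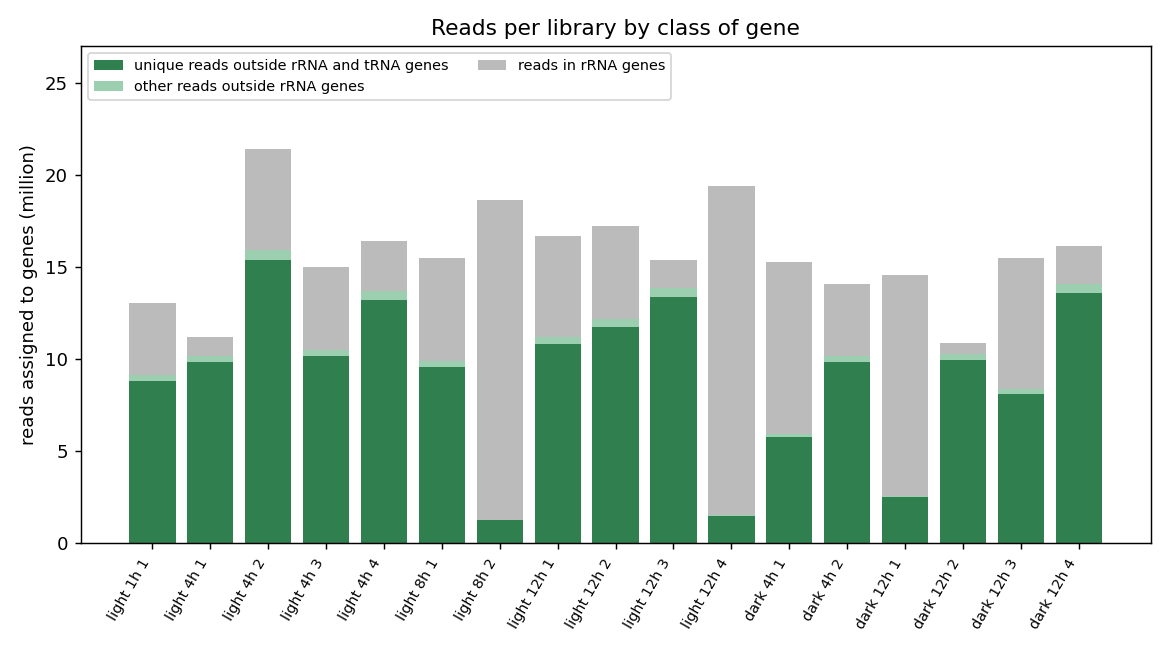
Bars give the reads assigned to genes in each of the 17 libraries, split into unique reads outside rRNA and tRNA genes, other reads outside rRNA genes and reads in rRNA genes. The 3 libraries with the fewest unique reads hold 1250305, 1467438 and 2507606.

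In a principal component analysis of log2 CPM over 3973 genes, the first component held 50.9% of the variance. On it the 4 libraries of 12 h darkness lay between 28.4 and 29.8, while the libraries at 4, 8 and 12 h of light lay between -16.4 and -13.6. The libraries at 4 h of darkness lay between them at 10.7 and 18.3, as did the library at 1 h of light at 1.55. The second component (15.3%) set the 1 h light library apart at 28.5, and the third (9.11%) set 12 h dark replicate 2 apart at 23.9.

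The end of the light phase was compared with the end of the dark phase to ask which transcripts differ between the phases, with 4 libraries per group. Of 3973 genes tested, 564 were called, 341 higher and 223 lower after 12 h of light. The alternative that moved this count most was the added threshold of 1 on the absolute log2 fold change, under which 173 genes were called. Within run 1 alone 208 genes were called, and within run 2 alone 620. The highest fold change belonged to Dshi_0622 (chromosome, 614332 to 614827), with 452 ± 80.2 CPM in the light and 8.38 ± 3.84 CPM in darkness (SD, n = 4 each). Its log2 fold change was 5.65 (SE 0.29, adjusted p 8.67e-10 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Next were Dshi_2977 (2.94, SE 0.27) and Dshi_0612 (2.81, SE 0.17), both on the chromosome. The lowest was pufQ (Dshi_3520, chromosome, 3701060 to 3701288), with 9.92 ± 2.43 CPM in the light and 2383 ± 903 CPM in darkness (SD, n = 4 each). Its log2 fold change was -8.01 (SE 0.60, adjusted p 3.62e-07 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was followed by bchC (Dshi_3516, -7.53, SE 0.53), whose end overlaps bchX, and by pufB (Dshi_3521, -7.42, SE 0.80). The samples of both groups did not overlap in CPM for any of these 6 genes, which the naming rule required.

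The same time of 4 h after each switch was compared with 4 light and 2 dark libraries. Here 644 genes were called, 354 higher and 290 lower in the light, and 242 of them changed by at least 1 on the log2 scale. Without 4 h dark replicate 2 the count fell to 302. Dshi_0622 had 636 ± 137 CPM in the light (SD, n = 4) and 4.71 ± 1.83 CPM in darkness (SD, n = 2), a log2 fold change of 7.02 (SE 0.43, adjusted p 9.06e-09 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene Dshi_2978, 1 of the genes named rpoH2 in the tables (chromosome, 3145212 to 3146097), had 92.9 ± 25.4 CPM in darkness (SD, n = 2) and 2265 ± 244 CPM in the light (SD, n = 4), with a log2 fold change of 4.60 (SE 0.65). It lies beside Dshi_2977. Dshi_3035 (chromosome, 3202892 to 3203291) had a log2 fold change of 4.04 (SE 0.48). The lowest were bchC (-4.38, SE 0.48), pufQ (-4.18, SE 0.53) and pufB (-4.15, SE 0.73). The call for pufB was lost without 4 h dark replicate 2, where edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave a log2 fold change of -2.23 and an adjusted p of 0.0748. For pufB the CPM in the 2 dark libraries spread as widely as their mean, 1121 ± 1166.

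The switch from darkness to light was followed by comparing 4 h of light with 12 h of darkness, with 4 libraries each. It gave 655 called genes, 398 higher and 257 lower in the light, of which 183 changed by at least 1 on the log2 scale. Within run 1 alone the count was 194 and within run 2 alone 870. The excess of higher genes is uncertain, with 432 higher and 438 lower within run 2 alone and 389 higher and 361 lower in the Wald test of DESeq2. Dshi_0622 rose most (log2 fold change 6.15, SE 0.30), then Dshi_3035 from 16.3 ± 10.6 to 369 ± 72.4 CPM (4.44, SE 0.37) and Dshi_2977 from 3.58 ± 1.68 to 53.0 ± 5.53 CPM (3.99, SE 0.26). The strongest falls were those of pufQ (-7.15, SE 0.56), pucB (Dshi_2900, -7.13, SE 0.58) and bchC (-6.91, SE 0.51). For pucB (chromosome, 3055848 to 3056007) the values were 2.19 ± 0.609 CPM in the light and 314 ± 165 CPM in darkness (SD, n = 4 each). Adjusted p of these 6 genes ranged from 3.01e-10 for Dshi_0622 to 7.41e-07 for pucB in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

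The switch from light to darkness, 4 h of darkness against 12 h of light, gave 204 called genes with 2 and 4 libraries. Of these 59 were higher and 145 lower in darkness, and 129 changed by at least 1 on the log2 scale. The genes pufQ (5.04, SE 0.57), bchC (5.01, SE 0.51) and pufB (4.73, SE 0.76) had the highest log2 fold changes. The call for pufB was lost in a model of only the groups compared, with an adjusted p of 0.0727 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The lowest were Dshi_0622 (-6.52, SE 0.42), Dshi_0612 (-3.93, SE 0.24) and Dshi_0621 (-3.58, SE 0.31). Dshi_0621 lies beside Dshi_0622. Dshi_0612 fell from 251 ± 5.20 CPM (SD, n = 4) to 16.5 ± 1.09 CPM (SD, n = 2).

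The switches to light and to darkness share no library, so their fold changes can be set against each other. Across 3973 genes, which are not independent replicates, Pearson r was -0.870 and Spearman's rho -0.485. All 195 genes called in both comparisons changed in opposite directions. The light effects at 12 h and at 4 h, which share no library either, had r 0.590 and rho 0.00682 across genes. Of 273 genes called at both times, 205 changed in the same direction and 68 in opposite directions.

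**Figure D2:**
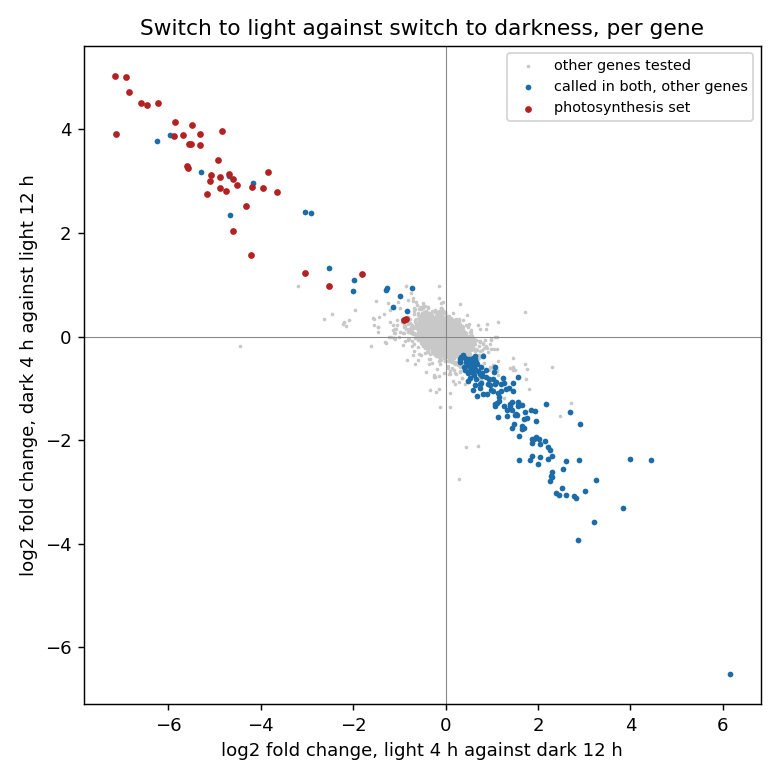
Each point is 1 of 3973 genes, with the log2 fold change of 4 h light against 12 h dark on the horizontal axis and that of 4 h dark against 12 h light on the vertical axis. All 195 genes called in both lie in the quadrants of opposite sign, and the photosynthesis set lies at the upper left.

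Within the light phase, 12 h was compared with 4 h in 4 libraries each. The count was 349, with 147 genes higher and 202 lower at 12 h, and only 52 genes changed by at least 1 on the log2 scale. Of these 52, 32 were higher and 20 lower, so the excess of lower genes does not hold for the larger changes. The count of 349 was sensitive to single libraries. It was 186 without 12 h light replicate 1, 181 without 12 h light replicate 2, and 227, 214 and 223 without 4 h light replicates 2, 3 and 4. Run 1 alone gave 50 genes and run 2 alone 276. A model of only these 8 libraries gave 689. The highest log2 fold changes were those of Dshi_3853 on pDSHI02 (1.76, SE 0.38), Dshi_1770 (1.74, SE 0.37) and Dshi_0774 (1.73, SE 0.23). Only 79.6% of the total reads of Dshi_3853 were unique, so its count is uncertain. Within run 2 alone the calls for Dshi_3853 and Dshi_1770 were lost, with adjusted p of 0.258 and 0.380 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The neighbouring genes Dshi_1084 and Dshi_1083 had the lowest values, both -1.97 (SE 0.28 and 0.16), and Dshi_0048 had -1.70 (SE 0.19). Dshi_1084 (chromosome, 1112498 to 1112912) fell from 8885 ± 1029 to 2270 ± 651 CPM (SD, n = 4 each), with an adjusted p of 5.69e-04 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

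Within the dark phase, 12 h was compared with 4 h in 4 and 2 libraries. The count was 195, with 134 genes higher and 61 lower at 12 h, and 85 changed by at least 1 on the log2 scale. It fell to 88 without 4 h dark replicate 2 and rose to 309 without 12 h dark replicate 2. A model of only the 6 libraries compared gave 37. Dshi_2899 (3.45, SE 0.60), its neighbour pucB (3.34, SE 0.61) and pufA (Dshi_3522, 3.26, SE 0.41) had the highest log2 fold changes. The lowest were Dshi_1364 (-1.49, SE 0.24), Dshi_2585 (-1.43, SE 0.19) and fliC (Dshi_3361, -1.41, SE 0.11). In the model of only the groups compared, the calls for Dshi_2899, pucB and Dshi_1364 were lost, with adjusted p of 0.182, 0.204 and 0.0894 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Dshi_1364 was also lost without 4 h dark replicate 2, with a log2 fold change of -0.66. For fliC (chromosome, 3533168 to 3534722) the values were 130 ± 9.88 CPM at 4 h (SD, n = 2) and 49.1 ± 5.74 CPM at 12 h (SD, n = 4), with an adjusted p of 1.44e-06 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

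Averaged over 4 h and 12 h, the light effect was past the threshold for 553 genes, 345 higher and 208 lower in the light, and for 152 with a change of at least 1 on the log2 scale. Without 4 h dark replicate 2 the count was 365. Among 11 genes chosen by symbol, 6 were called over all genes tested, and 6 were called adjusted over the list alone. They were pufA (log2 fold change -5.01, SE 0.26), pufB (-5.79, SE 0.53), pufL (-3.96, SE 0.21), pufM (-4.44, SE 0.25), puhA (-4.05, SE 0.15) and bchC (-5.96, SE 0.36). The genes pufL and pufM overlap, as do pufM and pufC. The lowest adjusted p was 3.92e-12, for puhA, and the highest 4.84e-06, for pufB, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The threshold was not passed by groEL (-0.20), dnaK (-0.23), katG on pDSHI02 (0.02), recA (-0.04) and rpoD (0.13, SE 0.06), and a small rise of rpoD in the light is not excluded. Their adjusted p were 0.369, 0.288, 0.940, 0.905 and 0.159 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

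Whether the light effect depends on the time since the switch was tested by the difference of the light effect at 4 h from that at 12 h. It was past the threshold for 612 genes, 366 with the more positive effect at 4 h and 246 with the more positive effect at 12 h. With a difference of at least 1 on the log2 scale the count was 248. Without 4 h dark replicate 2 it was 262.

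The photosynthesis set held 40 genes with symbols of pigment synthesis, reaction centre and light-harvesting genes and their regulators. After 12 h of light all 40 were called lower than after 12 h of darkness, with a median log2 fold change of -5.53 (adjusted p 1.28e-78 in limma's camera test with Benjamini-Hochberg adjustment). At 4 h of light against 12 h of darkness all 40 were lower, with a median of -5.00. At 4 h of darkness 38 of 40 were higher than at 12 h of light, with a median of 3.16, and 40 were called adjusted over the list alone. The set took 4.39% ± 1.31 of the counts at 12 h of darkness and 0.198% ± 0.0122 at 12 h of light (SD, n = 4 each). It took 0.221% ± 0.0179 at 4 h of light (SD, n = 4) and 0.980% ± 0.613 at 4 h of darkness (SD, n = 2). Of the set, 36 genes lie between 3681741 and 3727880 on the chromosome and 4 elsewhere.

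**Figure D3:**
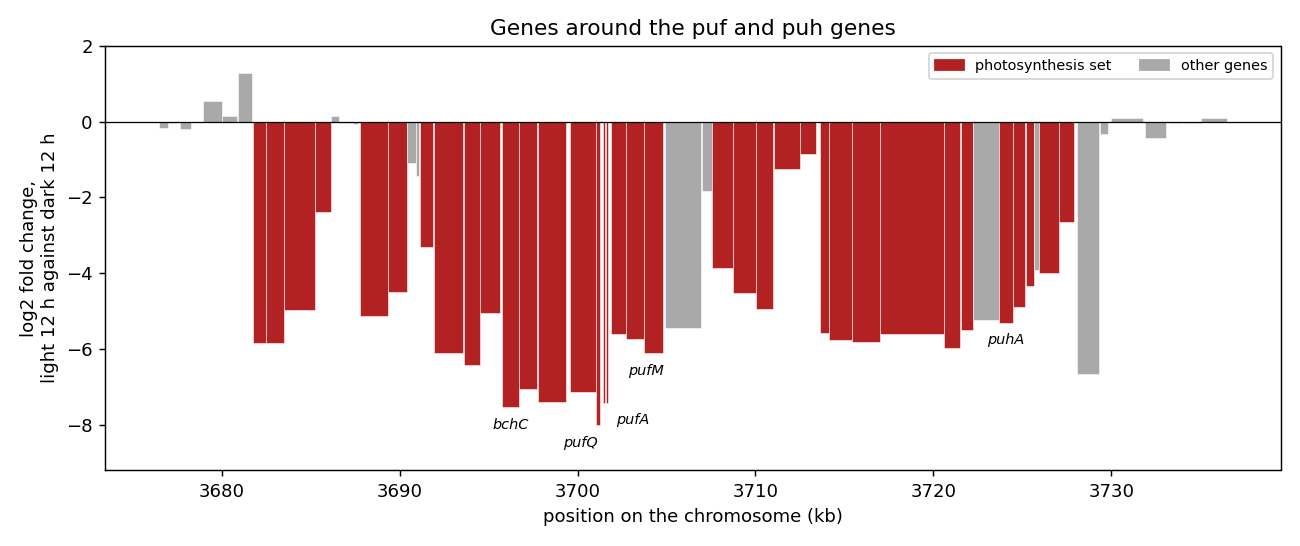
Bars give the log2 fold change of 12 h light against 12 h dark for 58 genes between 3676.1 and 3738.7 kb of the chromosome, drawn to scale along the horizontal axis. All 36 genes of the photosynthesis set in the region were called lower in the light, from -8.01 to -0.86.

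Other sets changed less. In the comparison at 12 h, flagella and chemotaxis genes were higher in the light (median log2 fold change 0.76, 20 of 29 called higher, 21 adjusted over the list alone, adjusted p 2.73e-11 in limma's camera test with Benjamini-Hochberg adjustment). Without its genes under 20 CPM this set still passed, but the median of the 12 genes left was smaller (0.44, 7 called higher). Cytochromes and oxidases were higher (0.13), and tetrapyrrole synthesis (-0.11) and ribosomal proteins (-0.18) were lower. Their adjusted p were 0.0124, 0.00253 and 0.0372 in limma's camera test with Benjamini-Hochberg adjustment. For tetrapyrrole synthesis the mean log2 fold change was -0.73, with 5 genes called lower and 1 higher, so part of the set changed more than its median shows. Of the ribosomal protein genes 0 were called. The switch to light gave 5 sets past the threshold, of which 3 were left without 12 h dark replicate 2. Besides photosynthesis they were ribosomal proteins (-0.28) and tetrapyrrole synthesis (-0.18), both lower, and cytochromes and oxidases (0.18) and sigma factors (0.37), both higher. The means of tetrapyrrole synthesis and sigma factors were further from the medians, at -0.72 and 0.80. The switch to darkness gave photosynthesis, tetrapyrrole synthesis (0.11) and NADH dehydrogenase (0.14), all higher. In the average light effect 3 sets passed, photosynthesis (-4.07), tetrapyrrole synthesis (-0.15) and ribosomal proteins (-0.12), and 5 without 12 h light replicate 1. The mean of tetrapyrrole synthesis was 0.39 at the switch to darkness and -0.56 in the average. In the planned comparisons the calls of lower ribosomal proteins depend on 12 h dark replicate 2, where they took 8.82% of the counts against 5.93, 5.86 and 6.49% in the other 12 h dark libraries. Without it they did not pass at 12 h, where the test direction turned to higher, at the switch to light or in the average, with adjusted p of 0.321, 0.160 and 0.386 in limma's camera test with Benjamini-Hochberg adjustment. In comparisons that were not planned and hold no 12 h dark library, ribosomal proteins were lower in the light at 4 h (median log2 fold change -0.10, 6 called lower and 1 higher) and higher at 12 h than at 4 h of light (0.13, 7 called higher), with adjusted p of 0.0375 and 0.00466 in limma's camera test with Benjamini-Hochberg adjustment. The first fell short without 4 h dark replicate 1 (0.130), 4 h light replicate 3 (0.0607) or 4 h light replicate 4 (0.0569). In the planned comparison at 12 h they also fell short without 12 h light replicate 1 (0.208) and without 12 h light replicate 3 (0.0508). Cytochromes and oxidases fell short at 12 h without 12 h dark replicate 3 (0.0524) and at the switch to light without 12 h dark replicate 1 (0.0530) or 3 (0.0676), and sigma factors at the switch to light without 12 h dark replicate 2 (0.0947). With the run as a replicate block the sigma factors passed in the average light effect too, with an adjusted p of 0.0329 against 0.0552 in limma's camera test with Benjamini-Hochberg adjustment. Photosynthesis in all 4 comparisons, flagella and chemotaxis at 12 h, NADH dehydrogenase at the switch to darkness and tetrapyrrole synthesis at the switch to light and in the average held both under fry and under an estimated correlation. Tetrapyrrole synthesis in the other comparisons, cytochromes and oxidases, and sigma factors held under fry only, and ribosomal proteins under neither. ATP synthase, chaperones and proteases, oxidative stress and cobalamin synthesis passed in none of the 4 planned comparisons. Median, mean and test direction differed in sign for oxidative stress at 12 h, for ATP synthase, cobalamin synthesis and ribosomal proteins at the switch to darkness, and for cobalamin synthesis in the average, and none of these passed there.

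The flagella and chemotaxis set was tested in further comparisons that were not planned. It was lower in the light at 4 h (median log2 fold change -0.80, 16 of 29 called lower) and higher at 12 h than at 4 h of light (0.81, 19 called higher). It was lower at 12 h than at 4 h of darkness (-0.68, 12 called lower). Its share of the counts was 0.0857% ± 0.00530 at 4 h of light, 0.132% ± 0.00574 at 12 h of light and 0.0876% ± 0.00695 at 12 h of darkness (SD, n = 4 each), and 0.135% ± 0.0151 at 4 h of darkness (SD, n = 2).

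**Figure D4:**
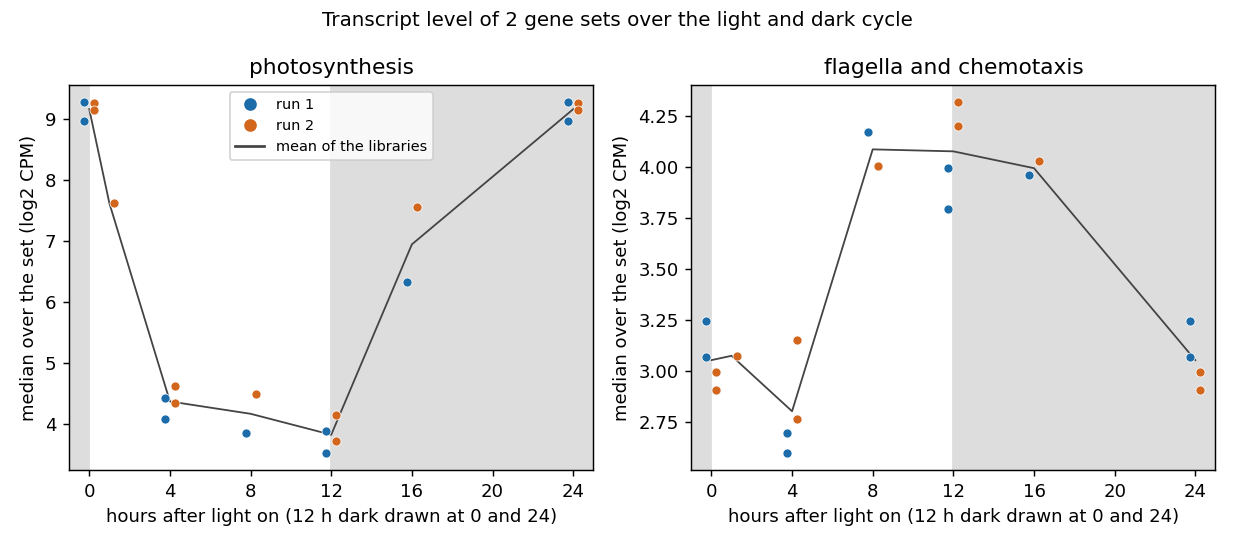
Points give the median log2 CPM of the photosynthesis set (left) and of the flagella and chemotaxis set (right) in each library against hours after light on, coloured by run, with 12 h dark drawn at both ends, darkness shaded and a line through the group means. The photosynthesis mean falls from 9.16 at 12 h of darkness to 3.82 at 12 h of light, and the flagella mean is 2.80 at 4 h and 4.08 at 12 h of light.

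The library at 1 h of light has no replicate, so its values were only set beside those of run 2. The photosynthesis set took 1.87% of its counts (95% Wilson interval 1.86 to 1.88). The median log2 ratio of the set was -1.55 to 12 h of darkness and 3.30 to 4 h of light, and both lay beyond all 10000 random gene lists matched on expression. NADH dehydrogenase was below both references (-0.45 and -0.51) and ribosomal proteins were above both (0.39 and 0.47), also beyond all random lists. The lists do not cover the variation between libraries. In 12 h dark replicate 2 ribosomal proteins took 8.82% of the counts, above the 7.71% at 1 h of light, so a shift of this size occurs between replicates of 1 group.

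The runs were compared with group as a covariate. A difference between run 2 and run 1 was called for 69 genes, 42 higher and 27 lower in run 2, of which 9 changed by at least 1 on the log2 scale, 2 higher and 7 lower. The count was 142 without 12 h dark replicate 2, with 61 higher and 81 lower, and 38 without 4 h light replicate 1. Run cannot be separated from any technical batch that went with it. Day 3 differed from day 2 in 20 genes, 9 higher and 11 lower, in the 8 libraries at 4 h and 12 h of light. This count was 10 without 12 h light replicate 1 (7 higher, 3 lower), 10 without 4 h light replicate 3 (8 higher, 2 lower) and 9 without 12 h light replicate 4 (7 higher, 2 lower), and all 6 genes that changed by at least 1 on the log2 scale were higher, so the balance of directions is not stable. Whether the light effect at 12 h differs between the runs was tested in 8 libraries. In edgeR's quasi-likelihood test 0 of 3943 genes were called, with 392 at an unadjusted p under 0.05, and the Wald test of DESeq2 called 2. Without 12 h dark replicate 1, which leaves replicate 2 as the only 12 h dark library of run 1, 1224 genes were called.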

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

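The tests of a mislabelled sample, of light exposure, of neighbouring genes and of the methionine genes for 12 h dark replicate 2, those of the 1 h light library, that of the speed of the photosynthesis response, that of the flagella and chemotaxis set and that of the genes without a unique read were chosen after the result was seen.

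In groups of 4 libraries, 129 sets of values were searched for a single library far from the other 3. This was found 7 times, and chance alone gives about 6.45. Of the 7, 4 were in 12 h dark replicate 2. There Dshi_2232 took 6.36% of the counts (95% Wilson interval 6.35 to 6.38), against 1.73 to 2.32% in the other 3 libraries. The median of the tetrapyrrole synthesis set was 7.70 log2 CPM against 7.65 to 7.66, pufL had 1685 CPM against 3020 to 3260, and dnaK had 4226 CPM against 2199 to 2477. The remaining 3 were small differences. In 12 h light replicate 3 the NADH dehydrogenase median was 9.20 log2 CPM against 9.30 to 9.32, and Dshi_1364 had 59.3 CPM against 74.5 to 74.8. In 4 h light replicate 3 the tetrapyrrole synthesis median was 7.04 log2 CPM against 7.13 to 7.14. These 3 are no more than chance gives, and no biological explanation was tested for them.

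In 12 h dark replicate 2, 184 genes were at least 2-fold away from the mean of the other 3 libraries, 110 higher and 74 lower, against 70, 48 and 17 genes for the other libraries in turn. After removal of the trend with gene length the number was 193, and rho with length was 0.00278 across 3973 genes, which argues against length. Without the 18 genes among the most abundant of any library it was 179, so a few abundant genes are not the whole cause. The library had the lowest rRNA share. Its deviations correlated across genes with rho 0.198 with those of 4 h light replicate 1, the library next lowest in rRNA, and 10 of the 184 genes were shared. Both libraries are from run 1. Pairs of libraries from the same run had a mean Pearson r of 0.128, which is another measure than rho. With 12 h light replicate 3, at 10.1% rRNA and from run 2, rho was 0.358 and 3 of the genes were shared. A shared run cannot account for that value. In Pearson r, pairs from different runs had a mean of -0.127 and at most 0.272, so the rho of 0.358 cannot be set directly against them. The mean of -0.127 largely mirrors that of pairs from the same run. Few of the 184 genes were shared in each case, so whether rRNA content plays a part stays open. The photosynthesis median lay 4.93% of the way from the other 12 h dark libraries to 12 h light, which argues against a swap with a light sample. Of the 184 genes, 40.2% lay beside a gene deviating in the same direction, against a median of 4.44% in random lists, so counting noise is unlikely to be the cause.

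Light exposure of 12 h dark replicate 2 was tested with mixed results. The photosynthesis set took 2.53% of its counts (95% Wilson interval 2.525 to 2.545), against 4.45, 5.49 and 5.07% in the other 12 h dark libraries. Genes at least 2-fold apart between 1 h of light and 12 h of darkness in run 2 were set against 12 h dark replicate 1. The 203 higher at 1 h of light had a median log2 difference of 0.10, at percentile 100 of random lists, and the 106 lower had -0.50, at percentile 0. But the 38 genes at least 8-fold higher at 1 h of light had a median of -0.22, with 14 of them above 0, and Dshi_0622 had 5.82 CPM in 12 h dark replicate 2 against 1935 CPM at 1 h of light. The sigma factor set took 0.528% of the counts, against 1.08% at 1 h of light. This argues against light exposure long enough to raise the genes that respond most. Whether a shorter exposure played a part stays open, with 1 library on each side.

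What also stays open for 12 h dark replicate 2 is a true difference of that culture sample, or of its handling before lysis. Genes at least 2-fold above all 16 other libraries, chosen after their values were seen, included Dshi_2778 (508 CPM, others at most 12.3), bmt (6870 CPM, others at most 1061), metF (3586 CPM, others at most 976) and metZ (633 CPM, others at most 119). Another of them was metK (1280 CPM, others at most 622). A response of methionine genes might lie behind these values. The 4 further genes with a met symbol were all above the other 12 h dark libraries, with a median log2 deviation of 0.68. That stayed just inside the limit set from random lists (percentile 97.3), and 4 genes are too few to decide. The label of this sample does not say whether it belongs to another dark phase than replicate 1.

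The light effect differed between 4 h and 12 h for 612 genes in edgeR's test of the difference, and 68 genes were called at both times with opposite signs. For photosynthesis genes the effect was more negative at 12 h. The differences on the log2 scale were 3.84 for pufQ, 3.15 for bchC, 4.82 for pufA, 3.30 for pufL, 2.59 for pufM and 2.503 for puhA. For Dshi_0612 the effect was more positive at 4 h by 1.19. DESeq2 size factors in place of TMM, or total in place of unique reads, kept the count within 1.5 times, but without 4 h dark replicate 2 it was 262, so its size rests partly on that library. For the photosynthesis genes a candidate explanation is that transcripts respond more slowly to darkness than to light. By 4 h of darkness the set median had passed 49.2% (run 1) and 68.8% (run 2) of the log2 difference between the 12 h levels, and by 4 h of light 89.1% and 89.4%. All 40 genes showed this order in both runs. On the CPM scale the median gene had passed 11.2% and 25.2% in darkness and 99.4% and 99.5% in the light. These shares come from the same libraries as the difference itself, so they describe it and are not a separate test of the explanation. With 1 library per run at 4 h of darkness, a difference in the time of sampling is not excluded.

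Some of the genes that differ between 4 h and 12 h may lag behind the switch. The flagella and chemotaxis set had mean medians of 3.07, 2.80, 4.09 and 4.08 log2 CPM at 1, 4, 8 and 12 h of light, then 3.99 and 3.05 at 4 and 12 h of darkness. At 1 h of light it had passed 2.08% of the way from 12 h dark to 12 h light, and at 8 h of light 101% of the way from 4 h to 12 h of light, which is consistent with a response that lags behind light. A rhythm with another trigger would look alike in this design. Many of these genes are low, with 12 of the 29 left at a mean of at least 20 CPM.

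The library at 1 h of light enters no comparison. Among genes with a mean of at least 20 CPM, it held 41 genes at least 2-fold above each of the other 16 libraries and 2 below. Under the same limit, the highest number above for another library was 25 in 12 h dark replicate 2, and the next highest was 1. A transient response to light might be the cause. The 41 genes had a median log2 ratio of 4 h over 12 h of light of 0.29, above all random lists, and 38 of them were higher at 4 h, 13 called higher and 0 called lower in edgeR's quasi-likelihood test. An effect of this library alone cannot be told apart from that response for the genes not called, because only 1 library was taken at 1 h and other groups are shielded by their replicates.

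Outside the unique counts, 202 genes other than rRNA and tRNA genes had multi-mapped reads and no unique read in any library. They took 2.04 to 2.49% of the total reads outside rRNA and tRNA genes, and 181 of them lie on plasmids and 21 on the chromosome. Reads shared between identical copies are a candidate explanation. A first test by length within 3 bases gave 99.5% of genes with a partner but did not decide, because random lists reached 70.3%. With total reads within 5% added, 97.0% had a partner of the same length and reads among them, against 5.46% at the upper end of random lists. The most abundant were Dshi_3681 on pDSHI01, Dshi_3877 on pDSHI02 and Dshi_4080 on pDSHI04, each 1813 bases long with 205328, 205274 and 204922 total reads, named after their values were seen. No genome sequence was compared, and no biological explanation was tested.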

How the results depend on the processing

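The day comparison without a replicate block, and the gene sets with the run as a replicate block or without each replicate, were added after the result was seen.

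No gene named by the rule or by symbol reversed its direction in a comparison for which it was named. Of 771 values for 47 pairs of a named gene and a comparison under the alternatives, 763 kept their direction and side of the threshold and 8 fell short of it. The 8 were pufB, Dshi_2899, pucB and Dshi_1364 with only the groups compared, Dshi_3853 and Dshi_1770 within run 2 alone, and pufB and Dshi_1364 without 4 h dark replicate 2. In the last 4 the fold change itself was smaller. The cause was not tested.

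With the run as a replicate block the counts were 609 for light 12 h against dark 12 h, 727 for light 4 h against dark 4 h, 709 for the switch to light, 228 for the switch to darkness, 398 within the light phase, 240 within the dark phase, 595 for the mean light effect and 669 for the difference of the light effects. The block added sigma factors to the sets in the mean light effect, as given above, and changed no other call of a named gene or set and no count by over 1.5 times.

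A threshold of 1 on the absolute log2 fold change, which by construction takes genes away, gave 173, 242, 183, 129, 52, 85, 152 and 248 genes for the same comparisons in the order light 12 h against dark 12 h, light 4 h against dark 4 h, switch to light, switch to darkness, within the light phase, within the dark phase, mean and difference of the light effects. It gave 9 genes for the runs and 6 for the days. With only the groups compared, light 12 h against dark 12 h gave 373 genes, 12 h against 4 h of light 689 and 12 h against 4 h of darkness 37. The cause was not tested. Within run 1 alone the counts were 208, 194 and 50 for light 12 h against dark 12 h, the switch to light and 12 h against 4 h of light. Within run 2 alone they were within 1.5 times of those from both runs, and the cause was not tested. The groups compared held as many samples in each run, and the fit of run 2 also held the 1 h light library.

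The Wald test of DESeq2 called 152 genes between runs, 38 between days and 2 for the light effect between runs. The cause was not tested. Without a replicate block, edgeR's quasi-likelihood test called 0 genes between days, with 299 at an unadjusted p under 0.05. DESeq2 size factors and no filter on low counts left all counts within 1.5 times. Total reads and rRNA and tRNA genes kept did so where they were run, which was not for the days and the light effect between runs. With an estimated correlation in place of the preset one, 2 sets passed for light 12 h against dark 12 h and 2 for the switch to light, and fry gave 5 sets for the mean light effect.

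Leaving out each replicate in turn gave 437 to 713 genes for light 12 h against dark 12 h, 302 to 634 for light 4 h against dark 4 h, 511 to 861 for the switch to light and 152 to 196 for the switch to darkness. It gave 181 to 360 within the light phase, 88 to 309 within the dark phase, 365 to 806 for the mean light effect and 262 to 863 for the difference of the light effects. Between runs it gave 38 to 142 genes, between days 9 to 20 and for the light effect between runs 0 to 1224. Sets past the threshold numbered 4 to 5, 3 to 6, 3 to 3 and 3 to 5 for light 12 h against dark 12 h, the switch to light, the switch to darkness and the mean. Where this leaves 1 sample in a group, that sample is assumed to vary like the other groups. The counts of 302, 88, 365 and 262 all came without 4 h dark replicate 2. The counts 309 within the dark phase, 142 between runs and 3 sets at the switch to light came without 12 h dark replicate 2, and the calls for ribosomal proteins were lost without it, as given above. The count of 1224 came without 12 h dark replicate 1. Other libraries that moved a count by over 1.5 times were 12 h light replicate 1 (186 within the light phase, 10 between days, 5 sets in the mean), 12 h light replicate 2 (181), 4 h light replicates 2, 3 and 4 (227, 214 and 223), 4 h light replicate 3 (10 between days), 12 h light replicate 4 (9 between days) and 4 h light replicate 1 (38 between runs).

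Depth limits low genes most in 8 h light replicate 2, 12 h light replicate 4 and 12 h dark replicate 1, with 1250305, 1467438 and 2507606 unique reads. Leaving out 12 h light replicate 4 moved only the count between days by over 1.5 times, and leaving out 12 h dark replicate 1 only the light effect between runs.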

Other observations

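The test of the genes that rose after the switch to light was chosen after the result was seen.

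Other splits of the same libraries were tested for the comparisons with at least 3 samples per group. Of 35 splits of 8 libraries, only the real one gave as many called genes for light 12 h against dark 12 h (next highest 14), for the switch to light (next highest 52) and for 12 h against 4 h of light (next highest 0), and the same held among the 18 splits balanced for run. The split by run gave 0 genes in all 3. Of 100 reassignments drawn for the mean light effect, 2 gave as many, the real one and one with 612 genes that exchanged all 12 h light and 12 h dark libraries and so equals the test of the difference between times. For the runs 1 of 100 gave as many (next highest 10), and for the days 1 of 33 (next highest 1). Over all these splits chance is an unlikely cause of the counts. The 18 splits balanced for run are too few to exclude it by themselves. The count between days was 0 without a replicate block and 9 to 10 without some single libraries, so a difference between days stays uncertain.

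Genes on 1 of 5 plasmids had a higher level in the light in both runs. For 73 genes on pDSHI05 the median light effect, averaged over 4 h and 12 h, was 0.19 in run 1 and 0.10 in run 2 on the log2 scale. These medians lay at the percentiles 100 and 98.8 of random lists matched on expression. Each run gave only 1 library at 4 h of darkness to this average. The other 4 plasmids were outside the random lists in 1 run at most. This is consistent with a higher copy number of 1 plasmid in the light, but regulation of genes on it would look alike, and the DNA was not measured.

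Genes that rose after the switch to light were lower at 4 h than at 12 h of darkness. For 125 genes called higher at 4 h of light than at 12 h of darkness in run 1, the median log2 ratio of 12 h over 4 h of darkness was 0.34 in run 2, and 92 were above 0. For 432 genes called in run 2 it was 0.089 in run 1, with 263 above 0. Both medians lay above all random lists, at percentile 100. An undershoot after the switch to darkness, in which such transcripts fall below the level they later reach, is a candidate explanation. The median in run 1 is small, and each run gives only 1 library at 4 h of darkness.

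At 8 h of light the photosynthesis set took 0.210% ± 0.00628 of the counts and the flagella and chemotaxis set 0.140% ± 0.00812 (SD, n = 2 each).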
